A study of Mus musculus with 12 samples.

How the data were processed

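Bone marrow-derived macrophages are cells grown from the marrow of mice with the growth factor M-CSF. Here the mice had been fed a normal diet (ND) or a high-fat diet (HFD). Per the labels' protocols, the cultures received 20 ng/ml of M-CSF, went into serum-free medium on day 4, and were kept at 1% oxygen for 1 h on day 7. Stranded libraries were made from 100 ng of total RNA after removal of ribosomal RNA and were sequenced as single reads of 75 bases. The labels describe 12 libraries in 4 groups of 3, each diet at normal oxygen and under hypoxia. The table used here holds 6 of them, the 3 ND and 3 HFD hypoxia libraries. The 6 normal-oxygen libraries were not analysed here. Of 7 planned comparisons, 6 need them and were not run, as were 9 of the 12 planned list tests and the planned correlations between comparisons. No statement about the response to hypoxia itself can therefore be made.

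The deposited values are a signal, gene counts that were estimated and then divided by a size factor per library. This was read from the values, since the labels name no aligner, counter, annotation, genome build or filter. In each library 57.0% to 58.4% of the values between 5 and 1000 were whole multiples of 1 step (within 0.02 of a read), against 3.90% to 3.98% at other steps. That step, the value of 1 read, times the library's median-of-ratios size factor gave 1.00 in each library. The remaining values were fractions of a read, as when reads are shared between copies or isoforms. Because so many values are fractional, whole reads could not be recovered and no count test was run. The design fixed before the data were examined assumed counts, and its stated fallback for normalized values was used in its place. Columns marked NC were taken as the normal diet, the only other diet in the labels, and the number in a column's name was taken as the replicate. No column was left unmatched.

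The table lists 13232 genes, the lowest with a mean of 3.36 over the 6 libraries and the median gene with a mean of 462, so a planned filter at a mean of 1 removed none. Dividing each column's sum by the value of 1 read gave about 19046400 to 24491500 estimated reads per library. At the median gene, counting error alone is 4.64% of the value. The SD of log2 values between libraries of a diet was 0.12 at the median gene. Single-end reads without molecular identifiers are not independent molecules, so this error covers counting only.

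Each gene's log2(value + 1) was compared between 3 HFD and 3 ND libraries with limma 3.58.1 in R 4.3.3 (moderated test with a mean-variance trend, two-sided). The p-values were adjusted by Benjamini-Hochberg over all 13232 genes, with 0.05 as the threshold. Fold changes are on the log2(value + 1) scale, which understates changes of low genes. SE is limma's moderated standard error. Gene lists written before the data were examined were tested with limma's camera at a preset correlation of 0.01 between genes, with fry and with camera at the correlation estimated from the data. List p-values were adjusted over the 3 lists planned for this comparison. The hypoxia and immediate early lists had been planned only for comparisons that could not be run. They were tested here afterwards and adjusted over all 5 lists. For each list a library score was also formed, the mean over members of the log2 value less the gene's mean, and compared by an exact two-sided permutation test, for which 20 assignments of the labels give a smallest possible p of 0.1. Principal components used the 10794 genes with a mean of at least 100.

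Genes to be named were fixed by rule. Where no gene passed the threshold these were the 2 genes with the smallest p, and in any case *Vegfa*, *Slc2a1*, *Bnip3*, *Fos*, *Egr1*, *Il1b*, *Tnf*, *Hif1a* and *Epas1*. Any other gene named was chosen after its values were seen. Marker lists for neutrophils, B cells, T cells, erythroid cells, dendritic cells, stroma, adipocytes, mast cells, Y-linked genes, *Xist*, proliferation and macrophages were written before the data were examined. Lists of other sterol synthesis genes and other interferon-stimulated genes were added later, before their own values were read. Some members of the lipid list are not reported singly here.

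GENCODE M21 served only to match gene symbols, GC content, transcript length and near-identical copies. It matched 12964 of the 13232 symbols (98.0%). As the authors' genome build is not stated in the labels, no coordinates are given. Trends with GC content and length were removed from each library by loess (span 0.5).

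The procedure was tested on simulated libraries built from the real gene means and limma's variance trend, with 200 of 13232 genes changed in 10 simulations. Of genes changed by 1 on the log2 scale 85.8% were called, and of those changed by 2, 98.5%, with 8.20 and 9.00 unchanged genes called on average. With no gene changed, 0 were called, and on average 662 of 13232 had an unadjusted p under 0.05. In these gene simulations the noise was independent across genes and had the same spread in every library. The real libraries differed in this (limma array weights 0.441 for ND replicate 3 and 3.09 for HFD replicate 2). The shares called are therefore not estimates of power in the real data. In 200 simulated unchanged lists of 18 genes, camera gave a p under 0.05 in 4% when the genes were independent but in 60% when they were correlated at 0.7. fry gave 10.5% and 7%.

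Alternatives planned beforehand were a pseudocount of 0.1, a minimum of 10 in every library, no filter, a term for the replicate number, leaving out each library, and the other list tests. Added after seeing the data were quantile normalization, scaling to the column total, limma array weights, limma without the trend, a minimum mean of 100 and removal of GC and length trends. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.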

Results

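RNA levels were measured in bone marrow-derived macrophages from mice on a normal diet (ND) or a high-fat diet (HFD), after 1 h at 1% oxygen, with 3 libraries per diet. Estimated depths were about 22181000, 22805200 and 19046400 reads for ND replicates 1 to 3, and about 23017100, 23552300 and 24491500 reads for HFD replicates 1 to 3. Every HFD library was thus deeper than every ND library before scaling. Pairs of libraries of the same diet had rank correlations across genes of 0.992 to 0.995, and pairs of different diets of 0.990 to 0.994. Each pair differed by more than counting noise, by a factor of 3.18 to 6.66 within a diet and of 3.57 to 8.07 between diets, so no library was present in duplicate.

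The first principal component carried 43.3% of the variance among 10794 genes. ND replicates 1 and 2 scored -14.0 and -13.5 on it, HFD replicates 2 and 3 scored 11.3 and 11.4, and ND replicate 3 (3.43) and HFD replicate 1 (1.33) lay between. The diets were not separated on this component (exact two-sided permutation test, p = 0.2, where the smallest possible is 0.1).

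**Figure D1:**
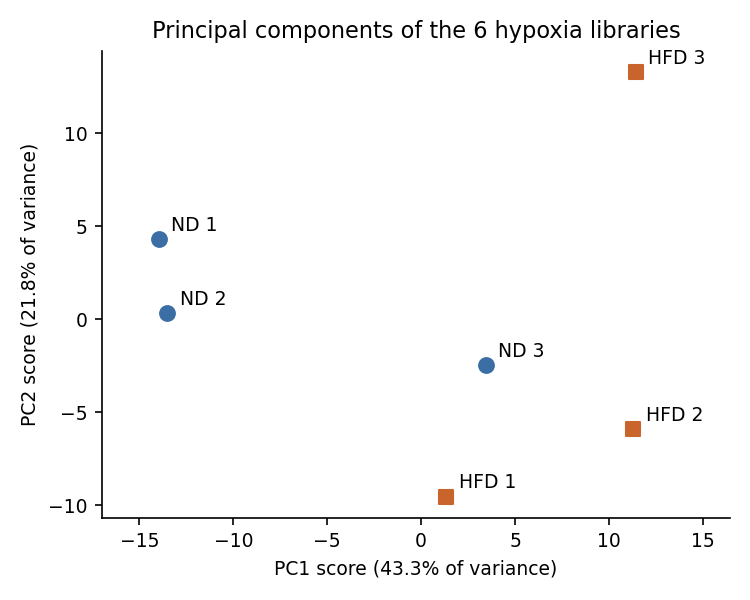
Scores of the 6 hypoxia libraries on the first (horizontal) and second (vertical) principal components of log2 values, with circles for ND and squares for HFD. ND replicate 3 (3.43 on the first component) lies nearer to HFD replicate 1 (1.33) than to the other ND libraries (-14.0 and -13.5).

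The comparison of diets under hypoxia asks what the diet of the mouse changes in its cultured macrophages at low oxygen. No gene passed an adjusted p of 0.05 (0 of 13232, limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1401 genes, 715 higher and 686 lower in HFD, where 661.6 would be expected on average by chance. Genes that move together widen the spread around that average. Other groupings of the 6 libraries into 3 and 3 gave from 135 to 2163 such genes. The replicate values of the diets did not overlap for 1921 genes (14.5%), against 10% by chance. The median absolute log2 fold change was 0.092, and 63 genes differed by at least 1. The count depended most on the weight given to each library: with limma array weights, chosen after seeing the data, 1133 genes passed. Without ND replicate 3, 233 passed, 71 of them lower in HFD. The unadjusted count fell to 700 without ND replicate 1 and to 726 without HFD replicate 2, and was 2309 without ND replicate 3.

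**Figure D2:**
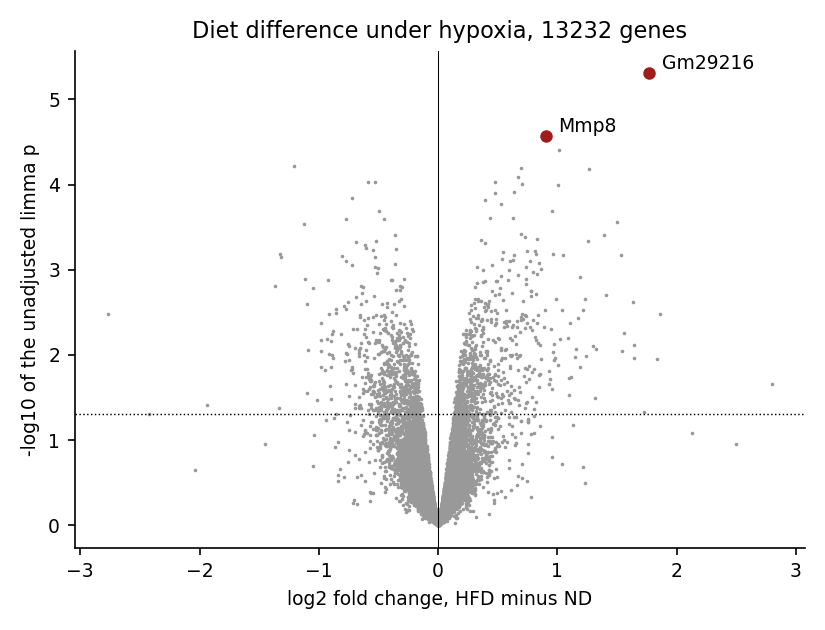
Log2 fold change of each of 13232 genes, HFD minus ND (horizontal), against -log10 of its unadjusted limma p (vertical), with the dotted line at an unadjusted p of 0.05. *Gm29216* (1.77) and *Mmp8* (0.90) have the smallest p-values, and 0 genes pass after adjustment.

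The gene with the smallest p was *Gm29216*, at a normalized level of 936 ± 254 in ND and 3151 ± 596 in HFD (SD, n = 3 libraries each). Its log2 fold change was 1.77 (SE 0.20), with a limma adjusted p of 0.0656. All 3 HFD values lay above all 3 ND values. Over 479 of its 492 bases *Gm29216* is identical to the mitochondrial gene *mt-Co1*, so its level depends on how the authors' counting assigned shared reads and is uncertain. It passed the threshold without ND replicate 2 (limma adjusted p 0.0473), ND replicate 3 (0.00834) or HFD replicate 1 (0.0276), and after removal of GC and length trends (0.0302). Over its alternatives the adjusted p ran from 0.00148 to 0.358. *Mmp8* was second, at 453 ± 9.74 in ND and 857 ± 164 in HFD (SD, n = 3 libraries each). Its log2 fold change was 0.90 (SE 0.12), with a limma adjusted p of 0.113 and no overlap of the diets. It passed without ND replicate 3 (0.0196) or HFD replicate 1 (0.0276), and over its alternatives the limma adjusted p ran from 0.00443 to 0.367.

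Among the genes fixed beforehand, *Fos* was higher in HFD (1988 ± 302 against 2647 ± 108, log2 fold change 0.42, limma adjusted p 0.260) and *Egr1* was lower (485 ± 35.5 against 368 ± 22.2, log2 fold change -0.40, limma adjusted p 0.217). The diets did not overlap for either gene, and neither passed the threshold. *Fos* passed with array weights (0.49, limma adjusted p 0.0149), and over its alternatives the limma adjusted p ran up to 0.860. *Slc2a1* had a log2 fold change of 0.43 with overlapping values (limma adjusted p 0.327). Without ND replicate 3, *Slc2a1* (0.62, limma adjusted p 0.0148) and *Egr1* (-0.46, 0.0417) passed. Over the alternatives the limma adjusted p ran from 0.0105 to 0.932 for *Slc2a1* and from 0.00796 to 0.862 for *Egr1*. *Vegfa* (log2 fold change 0.10), *Bnip3* (0.08), *Tnf* (0.08), *Hif1a* (0.13) and *Epas1* (-0.22) did not differ beyond the spread between libraries, with limma adjusted p-values from 0.648 to 0.870 and from 0.0989 (*Epas1* with array weights) to 0.989 over their alternatives. Single libraries moved these values: *Epas1* was -0.066 without ND replicate 1 and -0.37 without ND replicate 3, and *Vegfa* 0.028 without ND replicate 1, 0.015 without HFD replicate 1 and 0.17 without HFD replicate 3. *Bnip3* was 0.040 without ND replicate 1, 0.038 without HFD replicate 1 and 0.15 without ND replicate 3, and *Hif1a* 0.059 without ND replicate 3 and 0.22 without ND replicate 2. The direction for *Tnf* turned without HFD replicate 3 (-0.066). *Il1b* was low, between 4.72 and 26.4 in the 6 libraries, and the spread between libraries was too large to show a difference (log2 fold change 0.0082, SE 0.60). Its sign changed with the library left out, from -0.52 without ND replicate 3 to 0.60 without ND replicate 2.

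**Figure D3:**
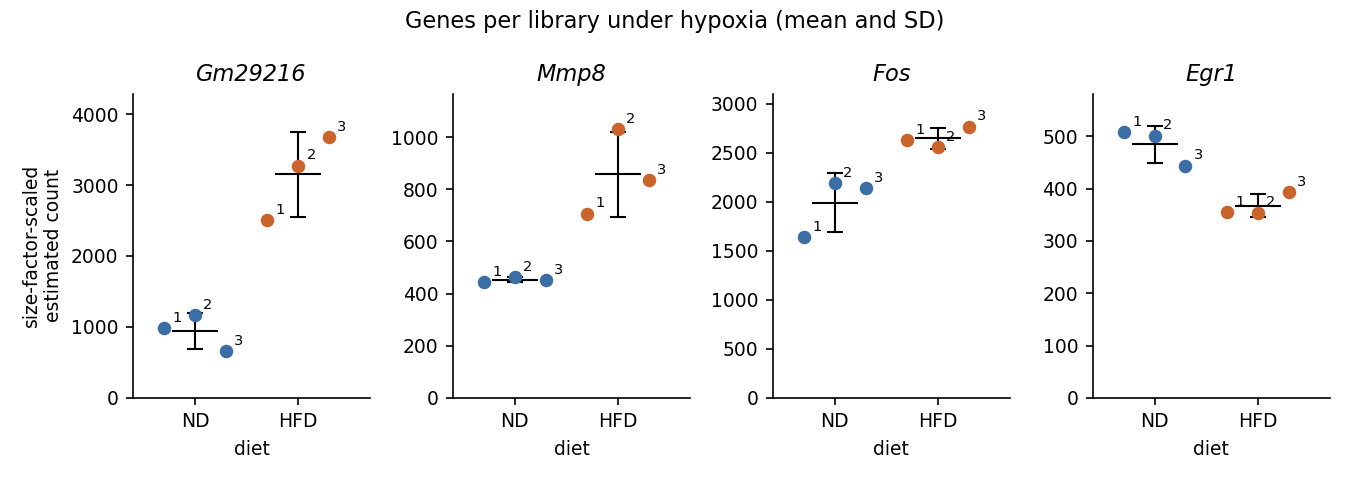
Normalized level (size-factor-scaled estimated count, linear axis from 0) of *Gm29216*, *Mmp8*, *Fos* and *Egr1* in each library, numbered by replicate, with the mean and SD of 3 libraries per diet. HFD values of *Gm29216* run from 2503 to 3675, above the ND values of 663 to 1164.

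The interferon list had 18 of 20 members in the table, and 18 of the 18 were lower in HFD, with a median log2 fold change of -0.44 and a range from -0.77 to -0.16. Adjusted over the list alone, 16 members passed, against 0 over all genes tested, and the diets did not overlap for 10. Camera at its preset correlation gave an adjusted p of 9.24e-16. That call did not hold under fry (adjusted p 0.115) or under the estimated correlation of 0.73 (adjusted p 0.191), and in simulation camera called 60% of unchanged lists correlated at 0.7. Library scores were 0.43, 0.22 and 0.041 in ND replicates 1 to 3 and 0.029, -0.40 and -0.32 in HFD replicates 1 to 3. The exact permutation p was 0.1, the smallest possible.

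The inflammatory list had 16 of 28 members in the table, of which 11 were lower in HFD (median log2 fold change -0.19). Camera gave an adjusted p of 0.0143, fry 0.146 and the estimated correlation 0.191, so the call held only at the preset correlation. It was lost without HFD replicate 2 (median -0.15, adjusted p 0.0566), and without HFD replicate 3 the median was -0.068 with 13 of 16 members lower (adjusted p 0.00711). Over its alternatives the adjusted p ran from 0.00375 to 0.191. The exact permutation p of its library scores was 0.2. Adjusted over the list alone, 3 members passed: *Ccl3* (-0.55) and *Ccl4* (-0.77) were lower and *Il1rn* (0.42) was higher, all chosen after their values were seen.

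The lipid list, covering lipid handling and sterol synthesis, had 24 of 25 members in the table, 13 lower and 11 higher in HFD (median log2 fold change -0.055, camera adjusted p 0.757, fry 0.659). Its library scores did not overlap, at 0.091, 0.0069 and 0.022 in ND replicates 1 to 3 and -0.080, -0.019 and -0.022 in HFD replicates 1 to 3 (exact permutation p 0.1, the smallest possible). Without ND replicate 3 the median was -0.0075, and without ND replicate 1 it was -0.028. Without HFD replicate 3 it was -0.034. Adjusted over the list alone, 12 members passed, 6 higher and 6 lower. *Angptl4* (0.83) and *Cd36* (0.74) were the most raised, and *Scd1* (-1.37) and *Idi1* (-0.86) the most lowered, again chosen after their values were seen. The list's 6 sterol synthesis genes, a group added later, were all lower in HFD (median log2 fold change -0.57). The exact permutation p of their library scores was 0.1, the smallest possible. Their median was -0.40 without ND replicate 1 and -0.66 without ND replicate 3. The median of the whole list therefore does not describe this group.

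The remaining lists had been planned only for the response to hypoxia. Of the hypoxia list, 25 of 35 members were higher in HFD (median log2 fold change 0.16). Camera gave an adjusted p of 3.69e-05 over 5 lists, fry 0.162 and the estimated correlation 0.215, and the exact permutation p of its library scores was 0.2. Adjusted over the list alone, 13 members passed, 10 higher and 3 lower. The immediate early list of 28 genes had 14 higher and 14 lower (median -0.0081, camera adjusted p 0.804, exact permutation p of its library scores 0.9). Adjusted over the list alone, 8 members passed, 4 in each direction. Its median took either sign when a library was left out, from -0.090 without HFD replicate 1 to 0.026 without HFD replicate 3.

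**Figure D4:**
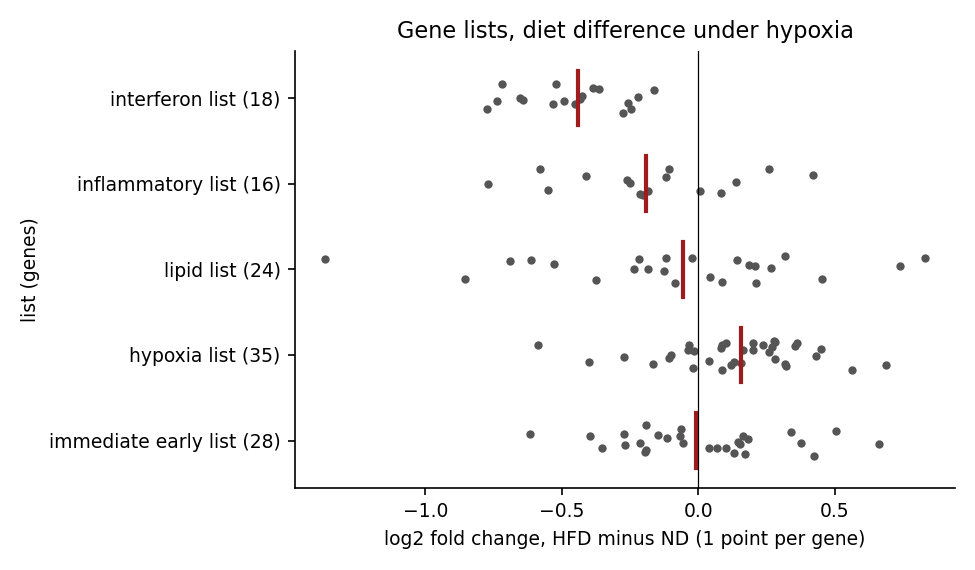
Log2 fold change, HFD minus ND (horizontal), of each member of the 5 gene lists (vertical), with 1 point per gene and a bar at the list's median. Each of the 18 interferon genes lies below 0, and the lipid list spreads from -1.37 to 0.83.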

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

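The count of 0 genes with an adjusted p under 0.05 (1401 at an unadjusted p) was also 0 with a pseudocount of 0.1, a minimum of 10 in every library, quantile normalization, scaling to the column total, limma without the trend and a minimum mean of 100 (1144 to 1408 unadjusted). Removing GC and length trends gave 1 gene, *Gm29216*, and 1499 unadjusted, over 12964 genes. Leaving out a library gave from 0 to 233 genes across the 6 fits: 233 without ND replicate 3, 2 without HFD replicate 1, 1 without ND replicate 2, and 0 in the others. Unadjusted counts ranged from 700 without ND replicate 1 and 726 without HFD replicate 2 to 2309 without ND replicate 3. Array weights gave 1133 genes, 601 higher and 532 lower, and 3646 unadjusted, 1812 higher and 1834 lower. These weights were 0.441 for ND replicate 3 and 3.09 for HFD replicate 2. The cause of these rises was not tested. Of the 233 genes, 212 had an unadjusted p under 0.05 with all 6 libraries, and 227 were among the genes found with array weights. Scaling to the column total left 628 unadjusted genes higher and 762 lower in HFD, against 715 and 686.

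The replicate block, a term for the replicate number, gave 31 genes, 26 higher and 5 lower. The residuals of same-numbered libraries correlated at 0.09, -0.11 and 0.03, so no pairing by number was seen. These few correlations cannot exclude a shared mouse or batch, and the labels do not say whether a number marks one. This fit was kept apart from the other alternatives, and no result elsewhere rests on it. *Gm29216* and *Mmp8* were among the 31, and no other gene fixed by rule and no list changed its call. *Cd36* (limma adjusted p 0.0426), *H2-Aa* (0.0477) and *mt-Rnr1* (0.0372), which are named elsewhere, were also among the 31. Without the term for the replicate number their limma adjusted p-values were 0.217, 0.113 and 0.113.

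The interferon list kept its direction and its call under camera in all other settings run, with medians from -0.34 to -0.55 without 1 library. Under fry and under the estimated correlation the interferon (-0.44) and inflammatory (-0.19) lists were no longer past the threshold, their medians being unaffected by the test. The inflammatory median ran from -0.26 to -0.068 across the 6 fits without 1 library. The lipid list passed in none. The immediate early list's median of -0.0081 ran from -0.090 to 0.026 across those fits and was 0.0076 with array weights.

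*Il1b* (0.0082) ran from -0.52 to 0.60 without 1 library, and was -0.27 after quantile normalization and -0.35 with array weights. Scaling to the column total gave -0.0032, a change of sign that follows from the scaling, since the median of all genes also went from -0.0034 to -0.016. *Tnf* (0.08) ran from -0.066 without HFD replicate 3 to 0.21. The cause of the other changes was not tested. Over 11 named genes and 14 alternatives, less the block and the filter that removes no gene, 131 of 152 values kept direction and side of the threshold, 13 came to pass it and 8 reversed, 1 of these by the scaling just named. *Il1b* had no value under the 2 stricter filters.

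DESeq2, other size factors in edgeR and the settings for normal-oxygen libraries were not run, as the values are not counts and those libraries were not analysed here. The planned removal of the mean filter changes nothing, since the filter removes no gene.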

Other observations

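Tests on *Gm29216*, *Mmp8*, ribosomal RNA, array weights and depth for the interferon list, and the splits for gene counts, were chosen after the result was seen. Splits of the 6 libraries into groups of 3 number 10, so no share can fall under 0.1, and a chance arrangement cannot be told apart from an effect of diet by this count. For genes with an adjusted p under 0.05 the diets gave 0, so 10 of the 10 splits gave as many by construction, which says nothing about chance. For an unadjusted p, 2 of 10 did: grouping ND replicates 1 and 2 with HFD replicate 1 gave 2163 genes, more than the 1401 of the diets. With array weights 1 of 10 did, the diets themselves (1133 genes), with 159 as the next. A camera p as small was given by 1 of 10 splits for the interferon list, 1 for other sterol genes, 2 for the inflammatory list, 2 for the hypoxia list, 7 for the lipid list and 10 for the immediate early list.

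ND replicate 3 lay near the HFD libraries. On the 100 genes with the smallest p in a fit without it, its position was 0.711 on a scale from 0 (ND) to 1 (HFD), above HFD replicates 1 (0.549) and 3 (0.590) scored the same way. A mislabelled sample may therefore explain it. It lay beyond its own diet towards the other in 96 of those genes, against 91 for HFD replicate 1, 71 for HFD replicate 3 and 20 to 56 for the others, each on its own 100 genes. It lay outside the other diet on its own side in 65, against 79 and 73 for HFD replicates 1 and 3. It was the most extreme library on both counts, with HFD replicate 1 close on the former. Yet lying on its own side of the HFD libraries in 65 of 100 genes goes with its label. Of the 233 genes called without it, 142 had no overlap of the diets over all 6 libraries. In 182 of the 233 it lay nearer to the HFD mean than to that of the other ND libraries. A mislabelling is neither shown nor excluded and stays open. Low depth is argued against, since among 4156 abundant genes its position on the first component was 0.791, and so is GC content or length, with 0.760 after removing those trends. Its share of *Gm29216* was that of ND, a single gene that decides nothing. A difference between mice stays open and was not tested.

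*Gm29216* against *mt-Co1* was 0.554% ± 0.0496 in ND and 1.84% ± 0.163 in HFD (SD, n = 3), a log2 difference of 1.74. A fixed share of *mt-Co1* reads placed on the copy would keep this ratio constant, so it is argued against. The copies differ at 6 bases in the whole placement, all outside the 479 identical bases. A variant between the mice at such a base could move reads, and it cannot be told apart from expression of the copy or a diet effect without the reads.

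*Mmp8* belongs to the neutrophil list (6 of 10 members in the table, each higher in HFD, score p 0.3 by exact permutation). The other 5 (*Ltf*, *Ngp*, *S100a8*, *S100a9*, *Lcn2*) had log2 fold changes from 0.11 to 0.40. On the log2 scale *Mmp8* less their median was 0.72 higher in HFD on average, and the lowest HFD library (1.08) lay above the highest ND library (0.84). More neutrophil-lineage cells with a fixed ratio between these genes would not account for all of the difference. A change of that ratio within such cells was not tested. *Mmp8* was also chosen for its small p, which favours an excess over the other members. A diet effect on *Mmp8* itself is a hypothesis that stays open.

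Lower interferon-stimulated genes were also seen outside the list: 23 of 25 other such genes were lower in HFD (median log2 fold change -0.24), as a lower level of this programme in general would give. The list's median was -0.44 after removing GC and length trends, which argues against these. Because the genes move together (estimated correlation 0.73), they may amount to little more than 1 independent measurement per library. After quantile normalization the median was -0.43, with 18 of 18 members lower. The values had already been scaled by size factor, so that step could move little and does not decide whether depth played a part. ND replicate 3, the shallowest library, had the lowest ND score (0.041), the reverse of what depth alone would give. That is 1 library, so depth is not excluded. A diet effect and a difference between mice or cultures unrelated to diet stay open.

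Of 16 sterol synthesis genes outside the lipid list, 15 were lower in HFD (median log2 fold change -0.23, exact permutation p 0.1, the smallest possible), as lower sterol synthesis expression in general would give. After removing GC and length trends their median was -0.23, so these trends are argued against. ND replicate 1 had the highest score (0.32, the other ND libraries 0.027 and 0.035), and without it 12 of the 16 were lower (median -0.18), so part of the difference rests on it. A diet effect remains a hypothesis. The hypoxia list's median was 0.15 after the same correction (0.16 before), which argues against those trends there too. The list is not uniform: *Slc2a3* (-0.40) and *Aldoc* (-0.59) were lower.

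Mitochondrial ribosomal RNA was lower in HFD, *mt-Rnr1* with a log2 fold change of -0.58 and *mt-Rnr2* of -0.65, without overlap of the diets. Less mitochondrial RNA and unequal removal of ribosomal RNA cannot be told apart from a diet effect. Relative to the median of 13 mitochondrial protein-coding transcripts the ribosomal RNA differed by -0.44 with overlapping libraries. The 3 cytosolic ribosomal features, which differed from each other, had a median of -0.63 with one at -0.0024.

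Among the other marker lists, 5 of 9 dendritic-cell list members were in the table, all of them antigen-presentation genes that macrophages also express (*H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Cd74*, *Ciita*). Each was higher in HFD (median log2 fold change 0.53, exact permutation p 0.1, the smallest possible), with *Cd74* at 17331 ± 2260 in ND and 24985 ± 3287 in HFD. Medians were 0.040 for 10 macrophage genes (exact p 0.8), -0.27 for 10 proliferation genes (0.3), -1.33 for 3 stromal genes (0.3), -0.12 for 4 Y-linked genes (0.2), 0.18 for 2 B-cell genes (0.6) and -0.70 for 1 T-cell gene (0.3). The erythroid, adipocyte and mast cell lists and *Xist* had 0 members among the genes listed. No explanation was tested for these.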
